A study of Homo sapiens with 20 samples. Its data were reported in "ERRα mediates metabolic adaptations driving lapatinib resistance in breast cancer" (2016).

How the data were processed

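Gene expression was measured on 20 Illumina HumanHT-12 v4 BeadChip arrays, each hybridized with labelled RNA from one sample of SKBr3 cells, an ERBB2-amplified human breast cancer line. The labels placed the samples in 10 groups of 2 replicates. Cells had received a control siRNA (siC) or an siRNA against the orphan nuclear receptor ERRα (siERRα) for 60 h, and were serum-starved, starved and then treated with EGF, starved and then treated with heregulin (HRG), parental, or grown to resistance to lapatinib, an inhibitor of the EGFR and ERBB2 kinases. Per the labels, growth factor treatment lasted 24 h at a stated dose of 100 µM. The labels gave serum starvation as 24 h in one place and 48 h in another, and lapatinib in the culture medium as 2 µM in one place and 1 µM in another, so neither value was used in a test. They did not say what the replicate numbers mark or whether the 2 replicates of a group came from separate cultures, so that every p-value here measures the spread between these samples, which may be technical.

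The deposited raw table held, for each of 47323 probes and each array, the bead-summarized intensity on a linear scale, without background subtraction or scaling between arrays, and a detection p-value. Its columns of per-sample values with no matching sample numbered 0. The authors also deposited a normalized table, made per the paper's methods with the lumi function of the FlexArray software, and its values were read as log2. The transform and scale behind that table were not given in the sources used here. The medians of its columns ran from 7.55 to 7.57, and each column had a rank correlation of 1 with the intensities of its own array and of at most 0.822 with those of any other array. It was used only as an alternative. The authors' tests were SAM and Student's t-tests.

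Intensities were background-corrected with the normexp model fitted on the detection p-values, with an offset of 16, then quantile-normalized and put on the log2 scale (limma 3.58.1 in R 4.3.3). A probe counted as detected on an array at a detection p-value under 0.01, and was kept when it was detected on both arrays of at least one group. Of the 47323 probes, 30113 carried 1 gene symbol, 8 carried several and 17202 carried none in the platform annotation. Through their Entrez identifiers, 30074 probes were matched to the gene table of the GRCh38.p14 assembly, which updated 0 symbols and was otherwise used only for the order of genes along chromosomes. After the filter, 15444 probes were left, of which 12414 had 1 symbol and 3030 did not. Each gene was represented by its detected probe with the highest mean intensity over the 20 arrays, which gave 9592 genes, 2324 of them with more than 1 detected probe. Probes without a single symbol were tested separately and are not named.

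All 20 arrays entered one limma fit of group means with empirical Bayes moderation, leaving 10 residual degrees of freedom, from which 13 comparisons were taken. These were siERRα over siC in each of the 5 settings and on average over them, EGF over starved, HRG over starved, HRG over EGF, resistant over parental (these 4 in siC cells), and the differences of the siERRα response between EGF and starved, HRG and starved, and resistant and parental cells. Tests were two-sided, with Benjamini-Hochberg adjustment over the genes of a comparison, and a gene was called at an adjusted p under 0.05. Of the gene lists of pathways, complexes and cell-type markers, 45 in number, 43 had at least 5 measured genes and were tested with camera in limma, with the correlation between genes preset at 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Several lists are pathways that the study reported from these samples, so they are not independent evidence. Among them are the OXPHOS complexes with the ATP synthase, the TCA cycle, glycolysis and gluconeogenesis, fatty acid degradation and the cytosolic ribosome. Glutathione, cysteine and methionine, and alanine, aspartate and glutamate metabolism are others. The same holds for branched-chain amino acid degradation, as the study reported amino acid degradation with ERRα depletion. It also holds for the G1/S, mitosis, homologous recombination, hypoxia, superoxide and peroxide detoxification and other receptor tyrosine kinase lists. The study reported genes of these kinds as upregulated with resistance. The endothelial and mesenchymal marker lists had 4 measured genes each and were not tested. Where every probe of a gene was below detection on both arrays of one group, the difference is given as at least N-fold, computed as the mean log2 value of the bright group against the mean, over the arrays of the dim group, of the higher of the lowest detected signal and the probe's own value. Fold changes are of corrected, normalized intensities with the offset included, which understates the changes of dim genes.

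The groups, comparisons, gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The rule named ESRRA in every comparison, up to 8 rises and 8 falls of the largest size among called genes whose arrays did not overlap between the groups (for the average over the 5 settings, with the same sign in all 5), up to 5 each way for a difference of responses or the 3 genes of smallest p where none passed, up to 4 members of smallest adjusted p of each list described, and 16 genes that the study had discussed. Genes named outside this rule are marked as chosen after their values were seen. Alternatives were no background correction, an offset of 50, median scaling, the authors' values, other detection filters, the mean of a gene's probes, fits of fewer arrays, a replicate block, trended and robust moderation, a fold of at least 1.5, the methods' t-test and leaving out each array in turn. A fit without replicate 1 of the EGF-treated siERRα cells, for the comparisons that do not hold that array too, a fit with array weights, the list of ERRα targets without ESRRA, and the alternatives to the mean correlation between siERRα responses were added after the data had been seen. The steps were tested on simulated data built on the measured means and spread, with 200 of 9592 genes changed. For the EGF comparison over 20 arrays, 28.4% of genes changed 2-fold and 72.7% of those changed 3-fold were recovered. For siERRα in resistant cells, the shares were 34.3% and 77.3%. Over 19 arrays, without that replicate, they were 56.7% and 95.5% for EGF and 67.2% and 90.9% for siERRα in resistant cells. The number of arrays, 2 per group, limits the precision of each value. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.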

Results

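The expression of 9592 genes was measured on 20 arrays of SKBr3 cells, in 10 groups of 2 arrays. One experiment held serum-starved cells given vehicle, EGF or HRG, and the other held parental and lapatinib-resistant cells, each with a control siRNA or with siERRα. Probes detected per array numbered 12582 to 15177 on 19 of the arrays, the median intensity per array ran from 121 to 140, and the bright probes lay 2.87 to 3.69 log2 units above background. Replicates of one group correlated at 0.983 to 0.989 across genes in 9 of the 10 groups, where genes are not independent replicates, and the number of pairs of arrays with identical values was 0.

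Replicate 1 of the EGF-treated siERRα cells stood apart from the rest. Its correlation with the other 19 arrays ran from 0.816 to 0.853, whereas those 19 correlated with each other at 0.942 to 0.989. It had 12151 detected probes, and the SD of its difference from its own replicate was 1.12 log2 units against 0.301 to 0.403 in the other 9 groups. Because all groups share one estimate of the spread, the median residual SD of a gene fell from 0.278 with 20 arrays to 0.206 with 19. Where the array moves a count of called genes by more than 1.5 times, both counts are therefore given. These are with all 20 arrays and with the 19 left without it. Counts at an unadjusted p under 0.05 are over all 20 arrays unless stated. Chance alone would on average put a share of 0.05 of the 9592 genes under that limit. Such counts are therefore not evidence of change by themselves.

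The siRNA against ERRα lowered its target. ESRRA, the gene of ERRα, had lower intensity on both siERRα arrays than on both siC arrays in each of the 5 settings. In resistant cells, its mean log2 intensity was 9.03 ± 0.20 (SD, n = 2) with siC and 6.41 ± 0.02 with siERRα. This was a fall of 6.12-fold (log2 fold change -2.61, SE 0.30, adjusted p = 0.00794), called in 12 of 16 alternatives with adjusted p-values from 0.000227 to 0.269. Leaving out resistant siC replicate 1 or 2, or siERRα replicate 1 or 2, ended the call at adjusted p-values of 0.0935, 0.269, 0.2 and 0.181. ESRRA had log2 fold changes of -1.14 in starved, -1.28 in EGF-treated, -0.99 in HRG-treated and -1.33 in parental cells, with adjusted p-values of 1, 0.147, 1 and 1, so that no single call was made there. Its limma p-values without adjustment were 0.00233, 0.000936, 0.00589 and 0.00071. Without the array that stood apart, its log2 fold change in EGF-treated cells was -0.83, the smallest fall of the 5 settings. Averaged over the 5 settings, ESRRA fell by 1.47 on the log2 scale (SE 0.14, adjusted p = 0.000527), and it was called in 30 of 30 alternatives with an adjusted p of at most 0.00356. Its own level differed little with EGF (log2 fold change 0.12, adjusted p = 0.912), HRG (-0.22, adjusted p = 0.844) or resistance (-0.13, adjusted p = 0.927).

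**Figure D1:**
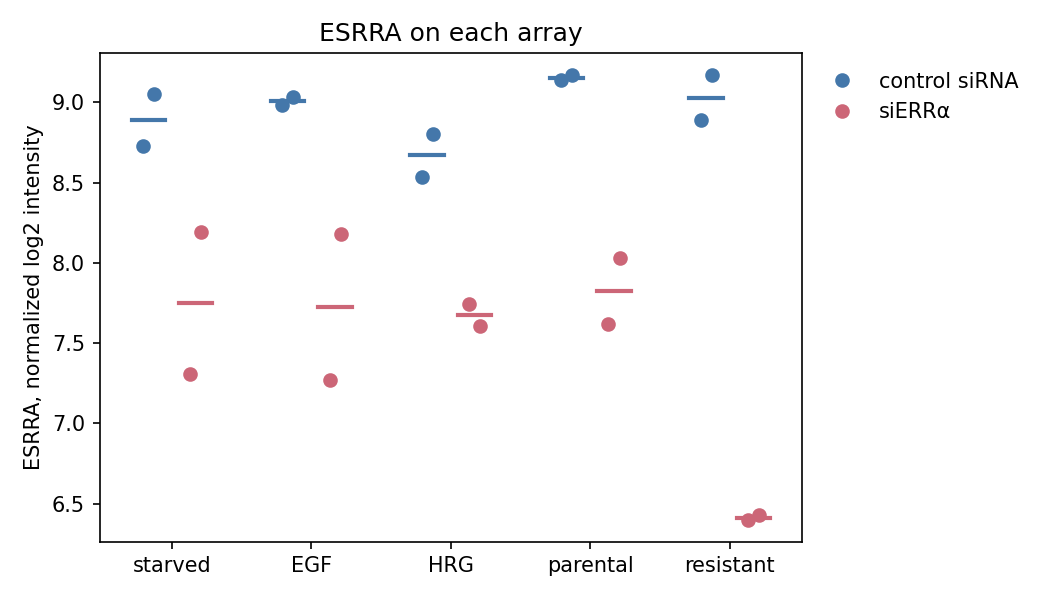
Normalized log2 intensity of ESRRA on each of the 20 arrays (points) by setting and siRNA, with group means as lines. Both siERRα arrays lay below both control arrays in each of the 5 settings, and the lowest mean, 6.41, was in resistant cells.

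EGF, a ligand of EGFR, was compared with vehicle in starved siC cells to show which genes follow activation of the receptor. PHLDA1, a pleckstrin-homology protein induced by growth factors, rose at least 27.0-fold, and IL1RL1, a cytokine receptor of the interleukin-1 receptor family, rose at least 15.5-fold. The chemokine gene CCL2 rose by 4.01 ± 0.57 on the log2 scale (SE), ADM, which encodes the peptide adrenomedullin, by 3.47 ± 0.20, and ERRFI1, a feedback inhibitor of EGFR, by 3.43 ± 0.28. TFPI2, a protease inhibitor, rose by 3.47, CLDN1, a tight-junction protein, by 3.65, and the cytokine gene IL24 at least 4.85-fold. Among the falls, ID2, a helix-loop-helix inhibitor of DNA binding, had a log2 fold change of -2.54 ± 0.33, the iron exporter gene SLC40A1 -2.37 ± 0.32, the guanine exchange factor FGD3 -2.08 ± 0.33, and TXNIP, an inhibitor of thioredoxin and of glucose uptake, -2.02 ± 0.28. The transcription factor gene OVOL2 had -2.29, N4BP3 was at least 2.93-fold lower, RBBP8NL at least 1.88-fold lower and C17orf107 at least 1.75-fold lower. Other probes had smaller values for PHLDA1 (1.96), IL24 (1.71) and SLC40A1 (-0.89). The adjusted p-values of these genes ran from 1.29e-06 for ADM to 0.045 for C17orf107. CLDN1, OVOL2, RBBP8NL and C17orf107 lost their calls in some alternatives, with adjusted p-values up to 0.0764, 0.0769, 0.142 and 0.315, and the others were called in every alternative. In all, EGF changed 504 genes, 333 higher and 171 lower, and 1121 genes without the EGF-treated siERRα replicate that stood apart, the 504 included. The arrays did not overlap in 55.0% of all genes, where chance gives 33.3%. Leaving out starved siC replicate 1 or 2 left 203 or 191 calls, and EGF siC replicate 1 or 2 left 150 or 311.

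Genes of the MAPK and AP-1 response formed the group that moved most with EGF. Of 34 measured members, 21 rose and none fell at the level of all genes, and 26 rose when adjusted over the list alone (median log2 fold change 1.61, or 1.36 with undetected members at their bound, adjusted p = 8.41e-28, and adjusted p = 5.77e-06 with an estimated correlation). Among them were LIF (log2 fold change 2.79), PHLDA2 (2.16) and HBEGF, a further ligand of EGFR (2.04). NF-κB and acute inflammatory genes were higher too, with 7 of 15 members called and 8 adjusted over the list alone, among them TNF (2.83), CCL20 (at least 3.99-fold) and TNFAIP3 (at least 5.45-fold). The list's median was 1.49, or 0.69 with undetected members at their bound (adjusted p = 1.06e-08, and adjusted p = 0.184 with an estimated correlation). Of 17 integrin and laminin genes, 5 rose, both over all genes and adjusted over the list alone, including ITGA5 (2.85), ITGA2 (2.83), ITGA3 (1.65) and the focal adhesion gene VCL (1.03), with a list adjusted p of 0.000452 and adjusted p = 0.23 with an estimated correlation. Of 26 hypoxia targets, 6 rose by either count, with ADM, PFKFB3 (2.13), BHLHE40 (1.83) and ANGPTL4 (2.64) leading (adjusted p = 0.00203, and adjusted p = 0.184 with an estimated correlation). Of 15 p53 targets, 3 rose (CDKN1A by 2.83, AEN by 2.12, TNFRSF10B by 1.27) and 1, XPC, fell by 1.09 (adjusted p = 0.0102, and adjusted p = 0.184 with an estimated correlation), with a median of 0.30 that was 0 with undetected members at their bound.

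Cell cycle genes had lower values with EGF as lists, and few of them were called. Of 41 genes of DNA replication and G1/S, 39 had negative log2 fold changes and 4 fell, CHAF1A by 1.23, E2F2 by 1.44, DTL by 1.21 and MCM5 by 0.59, with 6 lower adjusted over the list alone (median -0.45, adjusted p = 5.93e-07, and adjusted p = 0.184 with an estimated correlation). Of 46 genes of mitosis and G2/M, 2 fell, KIF20A by 0.77 and ASPM by 0.64, with 3 lower adjusted over the list alone (median -0.42, adjusted p = 6.33e-06, and adjusted p = 0.23 with an estimated correlation). The Fanconi gene FANCE fell by 1.34 among 22 genes of homologous recombination, and MCEE and DBT, enzymes of branched-chain amino acid breakdown, fell by 1.23 and 0.78 among 20 genes of that pathway, where another probe of DBT had -0.20. These 2 lists had medians of -0.33 and -0.30, each with an adjusted p of 0.0102 and with adjusted p = 0.23 with an estimated correlation, and the amino acid list did not pass without EGF siC replicate 1 (0.105, over a range of 0.00179 to 0.242 among its alternatives). Complex I (adjusted p = 0.0281, 0 called), leukocyte markers (0.0346, 0 called), glutathione metabolism (0.0413, 0 called, median -0.18) and the ATF4 and amino acid response (0.045, 3 higher and 1 lower) made up the remaining 4 of 13 passing lists, with adjusted p-values of 0.23, 0.184, 0.23 and 0.396 with an estimated correlation. Each lost the call on removal of 1 array, the first 3 without EGF siC replicate 1 (0.128, 0.151 and 0.151) and the last without starved siC replicate 1 (0.248), over ranges up to 0.443, 0.228, 0.23 and 0.454. The leukocyte and glutathione lists did not pass without the array that stood apart either (0.0655 and 0.0802). With 19 arrays, 10 genes of G1/S (13 adjusted over the list alone), 6 of mitosis (9), 2 of homologous recombination (3), 3 of glutathione metabolism (0) and 1 of complex I (0) were lower, and 5 of the ATF4 response (7) were higher. Apart from LIF, PHLDA2, HBEGF, ADM, TNF, CCL20, TNFAIP3, ITGA5, PFKFB3, CDKN1A, AEN and TNFRSF10B, the list members named here or with the MAPK, NF-κB, integrin, hypoxia and p53 lists lost their calls without at least 1 array of the starved or EGF-treated siC cells.

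HRG, which signals through ERBB3 and its partner ERBB2, was compared with vehicle in the same way. PHLDA1 rose at least 11.6-fold and IL1RL1 at least 5.22-fold. TNF rose by 3.16 ± 0.26 on the log2 scale, S100A3, a calcium-binding protein, by 2.85 ± 0.21, ERRFI1 by 2.77 ± 0.28, ADM by 2.66 and CDKN1A by 2.34. CCL2 (log2 fold change 3.45), CLDN1 (3.29) and THBS1 (3.10), which encodes the matrix protein thrombospondin, were higher as well. SLC40A1 had a log2 fold change of -2.33 ± 0.32, TXNIP of -2.22 ± 0.28, VAV3, a guanine exchange factor, of -2.08 ± 0.30, OVOL2 of -1.86, ID2 of -1.81 and RGL1 of -1.69, while MXD3, a MYC antagonist, was at least 2.87-fold lower and C17orf107 at least 1.61-fold lower. PHLDA1 and SLC40A1 had smaller values on another probe (1.68 and -0.65). Adjusted p-values ran from 1.53e-05 for S100A3 and CDKN1A to 0.0426 for C17orf107. CCL2, CLDN1, THBS1, C17orf107, MXD3, OVOL2, ID2 and RGL1 lost their calls without at least 1 array of the starved or HRG-treated siC cells, with adjusted p-values up to 0.0805, 0.175, 0.0808, 0.314, 0.11, 0.27, 0.0931 and 0.116. HRG changed 279 genes, 186 higher and 93 lower, and 733 without the array that stood apart, the 279 included. The arrays did not overlap in 51.4% of all genes, against 33.3% by chance. Leaving out starved siC replicate 1 or 2 left 97 or 85 calls, and HRG siC replicate 1 or 2 left 82 or 145.

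The gene groups were largely those of EGF. Of the 34 MAPK and AP-1 response genes, 14 rose with HRG, and 24 rose and 1 fell when adjusted over the list alone (median 1.07, or 1.00 with undetected members at their bound, adjusted p = 1.29e-22, and adjusted p = 1.54e-05 with an estimated correlation), including HBEGF (2.21) and PHLDA2 (1.86). Of 15 NF-κB genes, 5 rose and 7 did so adjusted over the list alone, with CCL20 at least 2.16-fold and TNFAIP3 at least 3.41-fold higher (TNFAIP3 not without HRG siC replicate 1, adjusted p = 0.123; list adjusted p = 4.66e-08, and adjusted p = 0.268 with an estimated correlation). In the mitosis and G2/M list, 1 gene of 46, KIF20A, fell by 0.83, with 5 lower adjusted over the list alone (adjusted p = 9.51e-06), and in the G1/S list, 1 of 41, E2F2, fell by 1.28 (adjusted p = 0.000162); with an estimated correlation, adjusted p = 0.283 for both. With 19 arrays, 6 genes of mitosis (7 adjusted over the list alone) and 3 of G1/S (8) were lower. KIF20A was not called without starved siC replicate 2 (0.181), nor E2F2 without HRG siC replicate 1 (0.307). The integrin and laminin (adjusted p = 0.0026), hypoxia (0.0029), branched-chain amino acid (0.00729), homologous recombination (0.0148) and p53 (0.0425) lists passed in the directions seen with EGF, and each had an adjusted p of 0.268 or 0.283 with an estimated correlation. The homologous recombination list did not pass without starved siC replicate 1 (0.0558) or HRG siC replicate 1 (0.178), and the p53 list without starved siC replicate 1 (0.0816), over ranges of 0.00318 to 0.283 and 0.0122 to 0.283. ERBB3 itself had log2 fold changes of -0.98 with EGF (adjusted p = 0.106) and -0.84 with HRG (adjusted p = 0.221); without the array that stood apart, the adjusted p-values were 0.00485 and 0.0177. TFF1, an estrogen-induced secreted peptide, rose by 1.13 with EGF (adjusted p = 0.0389, over a range up to 0.248 and called in 8 of 15 alternatives) and had 0.86 with HRG (adjusted p = 0.155).

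Both growth factor comparisons used the same starved arrays. Their log2 fold changes correlated at 0.863 across genes, where simulated unchanged groups sharing those controls gave 0.498. The covariance was 0.209 against a simulated 0.0605, a difference of 0.149 (0.177 without the array that stood apart), and 82.9% of genes had the same sign against a simulated 66.6%. EGF and HRG raised 170 genes in common and lowered 77 in common, where independent lists of those sizes would share 6.46 and 1.66. With 19 arrays they shared 377 and 223, against 28.5 and 15.3. Genes moved in opposite directions by the limma calls numbered 0, where independent lists would share 3.23 and 3.32. With 2 control arrays, the controls could not be split into separate sets of 2, and part of the excess may come from them.

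**Figure D2:**
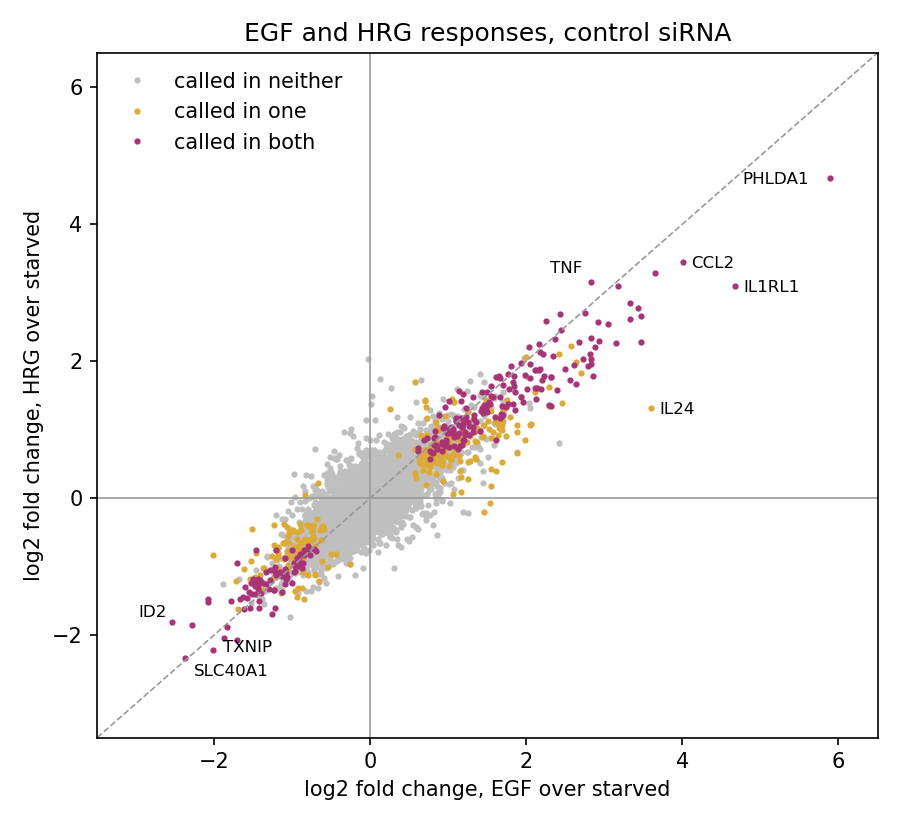
Log2 fold change of each of 9592 genes with EGF (horizontal axis) and with HRG (vertical axis), both over starved siC cells, coloured by whether a gene was called in both comparisons, one or neither. The 170 genes raised and the 77 genes lowered in both lie along the dashed line of equal change, with PHLDA1 at 5.89 with EGF and 4.67 with HRG as the largest fitted values. PHLDA1 was not detectable on the starved arrays, so its fitted values are not measured sizes.

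EGF and HRG were also compared directly. The MAPK and AP-1 response genes had lower values with HRG than with EGF, with negative log2 fold changes in 29 of 34 members and a median of -0.37, or -0.30 with undetected members at their bound (adjusted p = 2.21e-09, and adjusted p = 0.000811 with an estimated correlation). This list passed in 15 of 15 alternatives, with adjusted p-values from 4.22e-12 to 0.00659. The 41 genes of DNA replication and G1/S had a median of 0.08, with 28 positive (adjusted p = 0.0209, and adjusted p = 0.878 with an estimated correlation), and lost the call without EGF siC replicate 1 (0.87) or HRG siC replicate 2 (0.94) over a range of 1.81e-05 to 0.94. No single gene was called, over all genes or adjusted over either list alone. limma called 0 genes, and 279 had an unadjusted p under 0.05 (510 without the array that stood apart). The methods' t-test gave 389 unadjusted and 0 after Benjamini-Hochberg, and the arrays did not overlap in 28.3% of genes against 33.3% by chance. Leaving out EGF siC replicate 1 gave 1 call. Without the array that stood apart, 7 genes were called, the cytokine IL24, the early-response gene IER5, CRISP2 and PPP1R1C lower with HRG and IQCC, MYORG and SLC12A8 higher (genes named here after their values were seen).

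Depletion of ERRα was examined next, first on average over the 5 settings. Genes of the respiratory chain had lower values, and each of the 23 measured genes of complexes II, III and IV had a negative mean log2 fold change, with a median of -0.22 (adjusted p = 7.86e-12). No member was called over all genes and 3 were lower adjusted over the list alone (5 without the array that stood apart), and with an estimated correlation the list had an adjusted p of 0.146 (0.0416 without the array that stood apart, over a range of 8.62e-16 to 0.146). SDHD, a subunit of succinate dehydrogenase, had the smallest p, with a log2 fold change of -0.48 (adjusted p = 0.302). The 38 textbook ERRα targets had a median of -0.13, with 29 negative, 1 called (ESRRA itself) and 1 higher and 6 lower adjusted over the list alone (adjusted p = 2.14e-06, and adjusted p = 0.036 with an estimated correlation). ESRRA, the target of the siRNA, is a member. Without it, the other 37 had a median of -0.12 and adjusted p = 4.12e-05, and adjusted p = 0.0551 with an estimated correlation, over a range of 3.81e-08 to 0.0551. The 23 genes of the TCA cycle had a median of -0.12, with 18 negative, 0 called and 2 lower adjusted over the list alone (6 without the array that stood apart), led by DLAT, the E2 component of pyruvate dehydrogenase, at -0.40 (adjusted p = 0.000266, and adjusted p = 0.0345 with an estimated correlation). The ERRα target list passed in 32 of 33 alternatives and the TCA list in 29 of 29. The lists were not separate, since ERRα targets shared 7 genes with complexes II to IV and 7 with the TCA cycle. The study had reported OXPHOS and TCA cycle genes as altered by ERRα depletion in these samples, so these lists are not independent evidence.

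**Figure D3:**
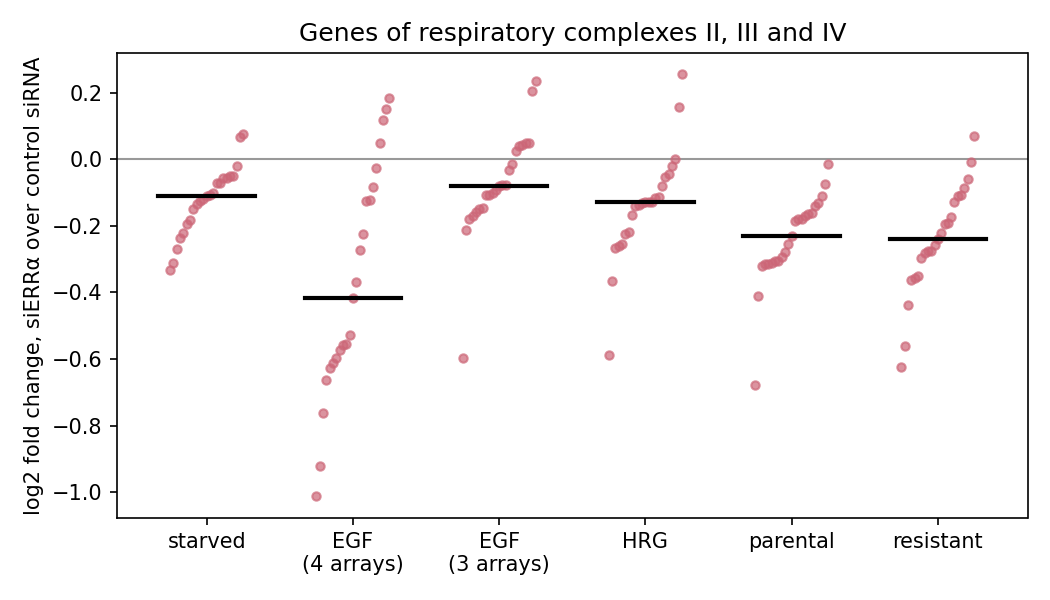
Log2 fold changes (siERRα over control siRNA) of the 23 measured genes of respiratory complexes II, III and IV (points) in each setting, with the median as a line. The medians were -0.11 in starved, -0.13 in HRG-treated, -0.23 in parental and -0.24 in resistant cells, and -0.42 in EGF-treated cells with all 4 arrays or -0.08 with the 3 left after removal of the array that stood apart.

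Other mitochondrial lists followed with smaller values, the ATP synthase (16 genes, median -0.13, adjusted p = 0.000478) and complex I (33 genes, median -0.06, adjusted p = 0.00158), each with 0 genes called by limma over all genes, 1 lower adjusted over the list alone (2 and 1 without the array that stood apart) and adjusted p = 0.152 with an estimated correlation. Endoplasmic reticulum chaperones and unfolded protein response genes had higher values in 15 of 18 members (median 0.16, adjusted p = 0.00287, and adjusted p = 0.152 with an estimated correlation), with 0 called by either count. Without the array that stood apart the median was 0.10, with 18 of 18 positive. Fatty acid degradation (adjusted p = 0.0306), mitochondrial import (0.0376) and mitosis (0.0319) lists passed lower and the ATF4 and amino acid list (0.0319) passed higher, with 0.152, 0.146, 0.614 and 0.481 as adjusted p-values with an estimated correlation, and each of these 4 lost the call on removal of EGF-treated siERRα replicate 2 (0.123, 0.249 and 0.204) or, for mitosis, of HRG siC replicate 2 (0.196) and other arrays, over ranges up to 0.288, 0.249, 0.774 and 0.481. In all, 10 of 43 lists passed, 8 lower and 2 higher. Glutathione metabolism (adjusted p = 0.634) and cysteine and methionine metabolism (0.0609) did not pass. Nor did the 5 measured genes of the list taken from the study's account of detoxification (median -0.13, adjusted p = 0.539), a list that is not independent evidence, since the study chose its genes. Apart from ESRRA, no gene was called on average, and 828 had an unadjusted p under 0.05. Without the array that stood apart ANXA9, an annexin, was called too at a log2 fold change of 0.46 (adjusted p = 0.0239, chosen after its value was seen). The count of 1 became 2 without HRG siC replicate 2 and 2275 without EGF-treated siERRα replicate 2, which leaves the array that stood apart alone in its group.

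Within single settings, few genes passed. In starved cells IGF1, the insulin-like growth factor, was at least 1.21-fold lower (adjusted p = 0.0148), the only gene of 1 call, and it was called in 6 of 15 alternatives with adjusted p-values from 0.00294 to 1. Without starved siC replicate 1 or 2, or siERRα replicate 1 or 2, its adjusted p was 0.222, 0.363, 0.116 and 0.504 and limma called 0 genes, while 195 genes had an unadjusted p under 0.05 with all arrays and the methods' t-test gave 423. In starved cells, 452 genes had an unadjusted p under 0.05 without the array that stood apart. In EGF-treated cells 7 genes were called, and 2300 had an unadjusted p under 0.05 with all arrays. The transcription factor gene ETV4 had a log2 fold change of 1.70 and SCAMP4 of 1.42, and each was detected on 1 of the 2 siC arrays. The histone deacetylase gene HDAC7 was at least 1.45-fold and the tubulin gene TUBB4A at least 1.52-fold higher. PPP1R1C was at least 1.05-fold, GABPA, an ETS factor of mitochondrial genes, at least 1.25-fold and FAN1, a repair nuclease, at least 1.14-fold lower. Adjusted p-values of the 7 ran from 0.0318 to 0.0421. None of the 7 was called without EGF-treated siERRα replicate 1, the array that stood apart (limma 0 calls, smallest adjusted p 0.167, 691 at an unadjusted p under 0.05, 266 by the methods' t-test with all arrays), and each was called in 4 or 5 of 14 alternatives, with adjusted p-values up to 0.954. The count was 3 without EGF siC replicate 1, 1 without EGF siC replicate 2 and 4652 without EGF-treated siERRα replicate 2. In HRG-treated cells limma called 0 genes, with 258 at an unadjusted p under 0.05 (535 without the array that stood apart) and 399 by the methods' t-test. GNRH1, a reproductive hormone gene, was the single call without that array (higher, not detectable on the siC arrays, adjusted p = 0.0209, chosen after its value was seen). Leaving out HRG siC replicate 2 or HRG-treated siERRα replicate 2 also gave 1 call. In parental cells limma called 0 genes with or without that array (221 and 487 at an unadjusted p under 0.05, 538 by the methods' t-test). In resistant cells ESRRA was the single call, with 288 genes at an unadjusted p under 0.05 (656 without the array that stood apart) and 561 by the methods' t-test. Without that array 4 more were called, RTN4R (0.94), COPRS (-1.01), SIVA1 (-1.11) and TMEM64 (-1.31), at adjusted p-values of 0.0319 to 0.0321 (chosen after their values were seen). The arrays of the 2 siRNAs did not overlap in 30.6% to 36.8% of all genes in these settings, where chance gives 33.3%.

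The lists showed the respiratory chain lower in parental and resistant cells. In parental cells each of the 23 genes of complexes II to IV had a negative value (median -0.23, adjusted p = 5.86e-07, and adjusted p = 0.326 with an estimated correlation), as did 28 of 33 complex I genes (adjusted p = 1.29e-05, and adjusted p = 0.136 with an estimated correlation). In resistant cells 22 of the 23 genes were negative (median -0.24, adjusted p = 2.73e-06, and adjusted p = 0.366 with an estimated correlation), and ERRα targets (median -0.18, adjusted p = 2.73e-06, and adjusted p = 0.0483 with an estimated correlation) and TCA genes (median -0.17, adjusted p = 0.00328, and adjusted p = 0.0483 with an estimated correlation) were lower, the TCA list not without resistant siC replicate 1 (0.073). Without the array that stood apart, the adjusted p-values of these 2 lists with an estimated correlation were 0.0508 and 0.123, so neither passed, over ranges of 6.27e-08 to 0.109 and 0.000147 to 0.123. Without ESRRA, the other 37 ERRα targets had adjusted p = 0.000106, and adjusted p = 0.0719 with an estimated correlation. In starved cells complexes II to IV and the TCA cycle passed at 0.028 each, with adjusted p-values of 0.974 and 0.226 with an estimated correlation, and neither passed without starved siC replicate 1 or 2 or siERRα replicate 1 (0.207, 0.171 and 0.716; 0.0785, 0.342 and 0.714; ranges 0.000576 to 0.974 and 0.00613 to 0.714). In EGF-treated cells complexes II to IV passed at 0.00321 and the cytosolic ribosome at 0.043, with adjusted p-values of 0.795 and 0.803 with an estimated correlation; without the array that stood apart they had 0.681 and 0.629, and the ribosome's median turned from -0.06 to 0.03 (ranges 0.000143 to 0.898 and 0.000352 to 0.898). In HRG-treated cells no list passed, and complexes II to IV had a median of -0.13 (adjusted p = 0.0706, and 0.00698 without the array that stood apart, where adjusted p = 0.463 with an estimated correlation). Parental cells had 8 passing lists and resistant cells 7. The remaining ones held the mitochondrial ribosome, ATP synthase, ERRα targets, TCA, interferon and fatty acid lists in parental cells (adjusted p from 0.00967 to 0.0476) and the complex I, mitochondrial import, ATP synthase and unfolded protein lists in resistant cells (0.0104 to 0.0296, the last of them higher). With an estimated correlation, none of the remaining lists passed, at 0.136 to 0.575 in parental and 0.0777 to 0.521 in resistant cells, and each lost the call without at least 1 array of its own setting. In parental cells these were siC replicate 1 for the ATP synthase and TCA lists (0.124 each) and interferon (0.275), siC replicate 2 for ERRα targets (0.119), siERRα replicate 1 for the ATP synthase (0.127) and siERRα replicate 2 for the mitochondrial ribosome and ERRα targets (0.0673 each), TCA (0.154) and interferon (0.314), while fatty acid degradation was lost without any 1 of the 4 (0.0814, 0.229, 0.146 and 0.113). The interferon and fatty acid lists did not pass without the array that stood apart (0.0612 and 0.0506). In resistant cells siC replicate 1 and siERRα replicate 1 each ended the calls of complex I (0.129 and 0.439), import (0.132 and 0.13) and ATP synthase (0.212 and 0.528), and siC replicate 2 or siERRα replicate 1 that of the unfolded protein list (0.262 and 0.528). The highest adjusted p-values among the alternatives of these lists were 0.659 and 0.528. In the members of these lists, 0 genes were called by limma in parental cells and 1, ESRRA, in resistant cells.

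Across genes, the siERRα responses of different settings resembled each other weakly. Their 10 pairwise correlations ran from -0.06 to 0.20 with a mean of 0.09, and without the array that stood apart from 0.01 to 0.20 with a mean of 0.10. Across the alternatives, the mean ran from 0.051 with no detection filter to 0.158 with the authors' values. Genes are not independent replicates, and no p-value was computed. Median scaling in place of quantile normalization moved the median of all genes from 0.01 to -0.10 in HRG-treated cells. Nor was the response to siERRα found to differ between settings. For EGF against starved cells 956 genes had an unadjusted p under 0.05, and fewer did without the array that stood apart. limma called 0 genes, with PPP1R1C (adjusted p = 0.0654), IGF1 (adjusted p = 0.0777) and SCAMP4 (1.58, adjusted p = 0.319) closest. That count was 1 without EGF siC replicate 1 and 3536 without EGF-treated siERRα replicate 2. For HRG against starved cells limma called 0, with 212 at an unadjusted p under 0.05 (480 without the array that stood apart). IGF1 (adjusted p = 0.691), HEXA-AS1 (adjusted p = 0.86) and POPDC1 (adjusted p = 0.86) were closest. For resistant against parental cells limma called 0, with 147 at an unadjusted p under 0.05 (372 without the array that stood apart). RTN4R (1.17), CYSRT1 and GSTA3 were closest, each at an adjusted p of 0.999. No size is given for genes not detectable in at least 1 of the 4 groups of a difference. The log2 fold change of ESRRA itself differed between resistant and parental cells by a fitted -1.29 (SE 0.43, adjusted p = 0.999). Of the 43 lists, 0 passed in any of the 3 differences.

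Resistant cells were compared with parental cells, both with siC, to find genes that differ between them. The labels name lapatinib in the medium of the resistant cells only. Resistance and exposure to the drug can therefore not be told apart in this comparison. The labels also name a single resistant and a single parental line. Differences between these lines that are unrelated to resistance can therefore not be told apart from it either. GTSF1, a germline factor of the piRNA pathway, was 14.0-fold higher (log2 fold change 3.81 ± 0.22, SE), UBE2L6, the conjugating enzyme of the ubiquitin-like protein ISG15, had 3.27 ± 0.23, the glutathione transferase genes GSTP1 and GSTT1 had 3.24 ± 0.19 and 2.70 ± 0.26, and PSMB8, a subunit of the immunoproteasome, had 3.06 ± 0.37. ENTPD1, an ectonucleotidase, was at least 3.76-fold, the tubulin gene TUBA3E at least 2.95-fold and the cancer-testis gene MAGEC2 at least 4.06-fold higher. On the lower side, PCDHB2, a protocadherin, was at least 9.67-fold, GLYATL2, an acyltransferase, at least 9.77-fold, AUTS2 at least 6.14-fold, NETO2 at least 3.29-fold and SPRED1, an inhibitor of RAS signalling to MAPK, at least 5.52-fold lower. SLC25A4, the adenine nucleotide carrier of the mitochondrial inner membrane and a textbook ERRα target, had -2.93 ± 0.17 and TBATA -2.65 ± 0.24. ANGPTL4 was lower on its brightest probe, which was not detectable on the resistant arrays (adjusted p = 0.00466), but its other probes had -0.10 and -0.39 and its adjusted p reached 0.75 among the alternatives. UBE2L6 and MAGEC2 had smaller values on another probe (1.39 and 1.33). Apart from ANGPTL4, the adjusted p-values of these genes ran from 3.16e-07 for PCDHB2 to 0.00335 for MAGEC2, and each was called in every alternative except MAGEC2, which had 0.0501 without parental siC replicate 2. In all 432 genes differed, 205 higher and 227 lower, and 976 without the array that stood apart, the 432 included. The arrays did not overlap in 57.4% of genes against 33.3% by chance. Leaving out parental siC replicate 1 or 2 left 149 or 118 calls. Leaving out resistant siC replicate 1 or 2 left 146 or 142.

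**Figure D4:**
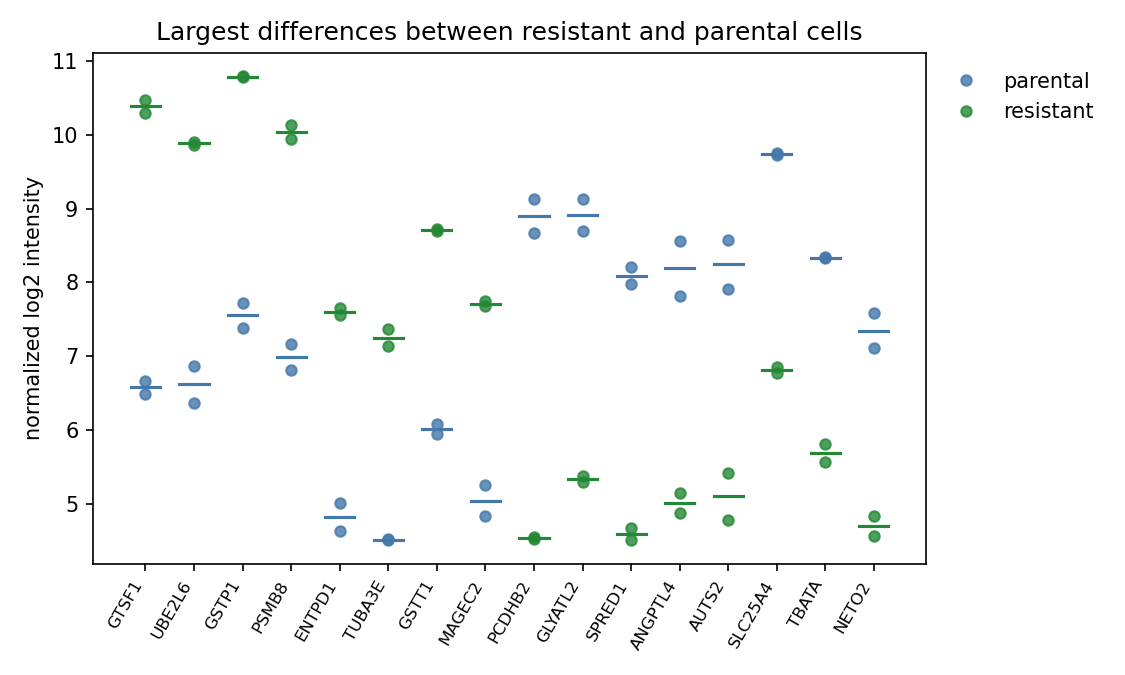
Normalized log2 intensity of the 16 named genes of largest difference on each of the 2 parental and 2 resistant siC arrays (points), with group means as lines. The 8 genes on the left were higher and the 8 on the right lower in resistant cells, with no overlap between the arrays.

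Interferon and antigen presentation genes were higher in resistant cells. Of 24 interferon-stimulated genes, 22 had positive values and 5 were called higher, 8 adjusted over the list alone, led by UBE2L6, PSMB9 (at least 3.01-fold), PSMB8 and IFITM2 (0.99), with a median of 0.53 (adjusted p = 4.96e-07, and adjusted p = 0.167 with an estimated correlation). Of 10 genes of MHC class I presentation, 4 were called higher, 5 adjusted over the list alone, the peptide transporter genes TAP1 (1.51) and TAP2 (1.31) with PSMB8 and PSMB9 (median 0.69, adjusted p = 3.9e-06, and adjusted p = 0.0957 with an estimated correlation). The 2 lists shared 3 genes, and TAP1, TAP2, PSMB8 and PSMB9 lie next to each other on chromosome 6. On removal of the array that stood apart, 8 interferon genes (10 adjusted over the list alone) and 6 of MHC class I presentation (8) were called higher. NF-κB genes were higher, with 2 of 15 called, the iron-binding lipocalin gene LCN2 (1.95) and NFKBIA (0.62), and 4 adjusted over the list alone (adjusted p = 0.0118, and adjusted p = 0.632 with an estimated correlation), a call lost without parental siC replicate 2 (0.127, over a range of 0.00339 to 0.678). IFITM2, TAP2, LCN2 and NFKBIA lost their own calls without parental siC replicate 2 (0.0826, 0.103, 0.131 and 0.276) and TAP1 without resistant siC replicate 2 (0.24).

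Genes of the MAPK response and of the ERBB2 amplicon had lower values as lists. Of the 34 MAPK and AP-1 response genes, 27 had negative values and 6 fell, 7 adjusted over the list alone (2 higher and 10 lower without the array that stood apart), with SPRED1, PHLDA2 (-1.87), EGR1 (at least 4.29-fold lower) and SPRY4 (at least 1.68-fold lower) leading (median -0.27, adjusted p = 0.000704, and adjusted p = 0.0372 with an estimated correlation, or 0.165 without the array that stood apart). With probes required to be detected on all 20 arrays, which leaves out SPRED1, EGR1 and SPRY4, the list had an adjusted p of 0.186, over a range of 0.000129 to 0.186. Genes of the ERBB2 amplicon had negative values in 15 of 16 members, with 1 called by either count, PPP1R1B (-1.20, not called without parental siC replicate 1 at 0.0783), or 1 and 7 adjusted over the list alone without the array that stood apart, and ERBB2 itself at -0.25 (adjusted p = 0.586). The list had a median of -0.42 (adjusted p = 0.000847, and adjusted p = 0.208 with an estimated correlation). EGFR was higher by 1.36 ± 0.20 on its brightest probe (adjusted p = 0.00167, called in every alternative at 8.93e-05 to 0.0293), while another probe had 0.50. The feedback inhibitor gene ERRFI1 had -1.24, a call lost without parental siC replicate 1 or 2 (0.124 and 0.147) or resistant siC replicate 1 or 2 (0.157 and 0.125). Respiratory complexes II to IV (median -0.26, 21 of 23 negative, adjusted p = 0.00427) and complex I (median -0.23, 29 of 33 negative, adjusted p = 0.0043) were lower with 0 members called by limma, and had adjusted p-values of 0.632 and 0.208 with an estimated correlation; complex I did not pass without parental siC replicate 1 (0.0527, over a range of 6.48e-05 to 0.461). On removal of the array that stood apart, 2 genes of complex I were called lower over all genes (0 adjusted over the list alone), and 6 of complexes II to IV were lower adjusted over the list alone (0 over all genes). In all 7 of 43 lists passed. The study reported genes of cell cycle, DNA repair, receptor tyrosine kinase signalling, hypoxia and oxidative stress as upregulated with resistance. Here the lists of G1/S (adjusted p = 0.586), mitosis (0.975) and homologous recombination (0.561) did not pass. Nor did those of other receptor tyrosine kinases (0.827), hypoxia (0.341) and superoxide and peroxide detoxification (0.973).

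Genes of glutathione use and drug handling moved in both directions. Of 37 glutathione genes 3 were called higher (GSTP1, GSTT1 and GSTA3, the last at least 1.49-fold) and 2 lower, among them GPX2 (-1.85), with 4 higher and 4 lower adjusted over the list alone and a list adjusted p of 0.874. The counts without the array that stood apart were 4 higher and 6 lower, or 4 and 8 adjusted over the list alone. The transporter gene ABCC3 was at least 2.74-fold lower. HMOX1, which encodes heme oxygenase, had 1.18 and NQO1 -0.69, calls lost without resistant siC replicate 2 (0.0824) and replicate 1 (0.172). Of the genes discussed by the study in this context, SOD2 (0.74, adjusted p = 0.138), GSTA4 (0.86, adjusted p = 0.22), GSTK1 (0.32, adjusted p = 0.296), GSR (0.21, adjusted p = 0.663) and GPX1 (-0.58, adjusted p = 0.311) were not called, and their list, which is not independent evidence, had an adjusted p of 0.209. They were not called with siERRα in any setting either, nor were ERBB2, ERBB3, EGFR, MTOR, TFF1 and PPARGC1B. The study tested SOD2, SOD3, GSR and GPX1 with C29, a chemical inhibitor of ERRα, which these arrays do not hold. In separate measurements, it also reported these genes as higher in resistant cells kept in lapatinib than in parental cells. On these arrays, SOD2 and GSR had positive values and GPX1 a negative one in that comparison, and none of them was called. In simulated data, 34.3% of 2-fold changes were recovered for siERRα in resistant cells, so a missing call does not show an absent change. SOD3, ESRRB, ESRRG and PPARGC1A were not detectable on both arrays of any group and were not tested. In carbon metabolism, the glycolytic gene PFKP (-2.38) and the aconitase gene ACO1 (-1.99) were lower and the gluconeogenic gene FBP1 (2.33) higher, all called in every alternative, in lists that did not pass. Of 28 luminal markers, 4 fell, TFF3 (-2.38), AGR2 (-1.71), CEACAM6 (-1.77) and the luminal transcription factor gene GATA3 (at least 3.02-fold), with a list adjusted p of 0.128 (2 higher and 5 lower without the array that stood apart), and GATA3 was not called without resistant siC replicate 2 (0.0567).

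Differences between resistant and parental cells were not spread evenly over the chromosomes. The 160 measured genes of chromosome 13 had a median log2 fold change of -0.47, with 88.1% negative, 28 called lower and 1 higher. Without the array that stood apart, 50 were called lower and 2 higher. The siERRα arrays of the same cells gave a median of -0.53. Elsewhere medians ran from -0.14 on chromosome 5 to 0.20 on chromosome 15. Among stretches of 21 neighbouring genes, GPC6 to TPP2 on chromosome 13 had a mean of -0.82 with 20 of 21 negative, STAU2 to RBIS and ATP6V1H to RRS1 on chromosome 8 had means of -0.75 and -0.72, and FAM13A to UBE2D3-AS1 on chromosome 4 had a mean of 0.51 with 21 of 21 positive. Named genes lay in such stretches, SPRY4 and PCDHB2 on chromosome 5 (NDUFA2 to SPRY4, mean -0.55) and TBATA on chromosome 10 (HK1 to NUDT13, mean -0.57). The stretches were chosen after their values were seen.

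**Figure D5:**
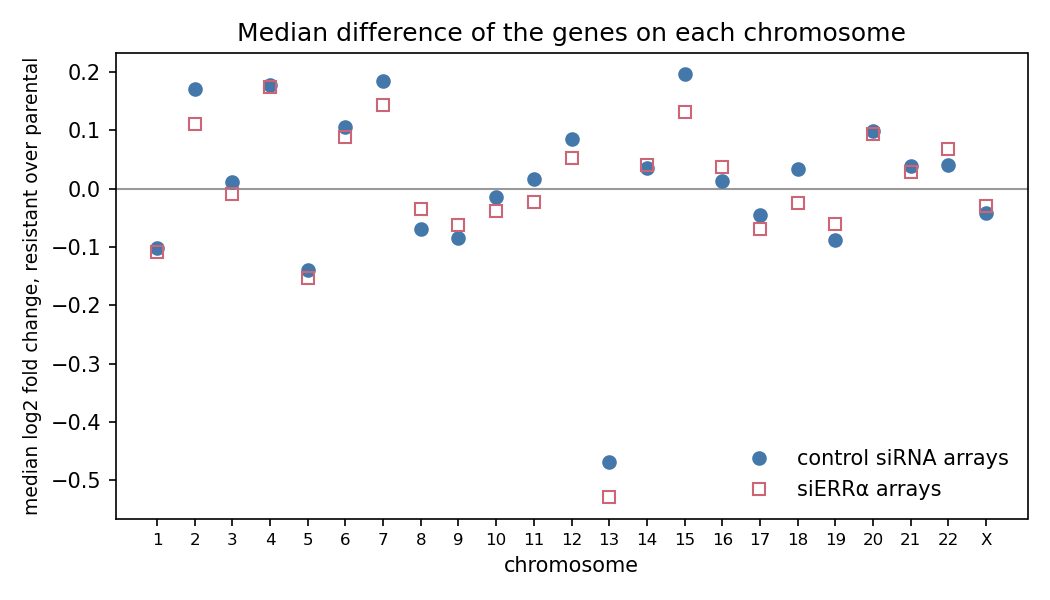
Median log2 fold change, resistant over parental, of the measured genes of each chromosome, in control siRNA arrays (filled circles) and in siERRα arrays (open squares). Chromosome 13 had medians of -0.47 and -0.53, and the other chromosomes lay between -0.15 and 0.20.

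Genes that differed between resistant and parental cells were compared with those that siERRα moved in resistant cells, by the limma calls. The study's further restriction to promoters bound by ERRα was not used here. Genes called in both with opposite directions numbered 0, where independent lists would share 0.0214. With siERRα in resistant cells limma called only ESRRA, the target of the siRNA, which was not called with resistance. With 1 gene to overlap, the 0 could not show whether the study's genes moved in opposite directions. By an unadjusted p under 0.05, siERRα gave 288 genes in resistant cells (656 without the array that stood apart), and the methods' t-test 561. Chance alone would on average give a share of 0.05 of all 9592 genes, which is more than 288. Without the array that stood apart, 1 gene was called in both, RTN4R, lower with resistance and higher with siERRα, where independent lists would share 0.0538. Across genes the log2 fold changes of the 2 comparisons correlated at -0.14, and simulated unchanged groups sharing the resistant siC arrays gave -0.50; the covariance was -0.018 against a simulated -0.061, a difference of 0.043 that was 0.0145 without the array that stood apart. The shared arrays could not be split. The simulation gave all arrays the same spread for a gene. The 2 resistant siC arrays differed less from each other (SD 0.301) than the replicates of the other groups did. Those had SDs up to 0.403, or 1.12 with the array that stood apart. No conclusion is drawn from the difference between observed and simulated values.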

Values the study reported

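The paper's methods gave 60 h between siRNA transfection and collection, treatment with 100 μM EGF or HRG for 3 h, and resistant cells kept in 2 μM lapatinib.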

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

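The test for a swapped array and the test of the siERRα lists without the array that stood apart were chosen only after results were seen. Effects of the 2 growth factors differed for 2 gene lists when HRG was tested directly against EGF. MAPK and AP-1 response genes were lower with HRG (adjusted p = 2.21e-09) and genes of DNA replication and G1/S were higher (adjusted p = 0.0209), the second with an adjusted p of 0.878 with an estimated correlation. Signals also appeared among probes without a single gene symbol, which the report does not use. Of the 3030 such probes tested separately, 64 were called with EGF, 33 with HRG, 49 with resistance, and with siERRα 3 in EGF-treated cells, 1 in resistant cells and 1 on average over the 5 settings.

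Replicate 1 of the EGF-treated siERRα cells was far from the other 19 arrays. A swap with another array was tested against the data and excluded, since its highest correlation with any array was 0.853, below the lowest correlation within another group, 0.983. Cells that had missed EGF were excluded too, since of 648 genes raised by EGF the array kept a median share of 0.992 of the effect (quartiles 0.225 to 1.46). A failure at the level of single probes, from RNA, labelling or hybridization, was not excluded. Over 2324 genes with several probes, 2 probes of a gene correlated at 0.202 for this array's deviation and at 0.686 for the EGF effect (difference between -0.537 and -0.429), and replicate differences of other groups gave 0.0829 to 0.298. No biological explanation was tested, as the labels set this array apart in nothing.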

How the results depend on the processing

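The fit without EGF-treated siERRα replicate 1 for comparisons that do not hold it, the array weights, the list of ERRα targets without ESRRA and the alternatives to the mean correlation between siERRα responses were added after seeing the data. Counts of called genes that left 1.5 times the reported count were as follows, and the cause was not tested unless stated. For siERRα in starved, EGF-treated and resistant cells the counts were 0, 0 and 3 without background correction, with an offset of 50, and with trended and robust moderation, the last also with 2 on average over the settings. They were 0, 0 and 5 with the authors' values (4 on average) and with probes detected on all 20 arrays, which tests fewer genes (2 on average and 1 gene moved in opposite directions by resistance and siERRα). With median scaling the count was 0 for siERRα in EGF-treated cells and 179 for HRG, and the median of all genes moved from 0.01 to -0.10 for siERRα in HRG-treated cells and from 0.01 to -0.13 for its difference from starved cells. For siERRα in EGF-treated cells it was 11 with no detection filter and 13 with the mean of a gene's probes, which gave 1 for HRG against EGF. Fits of the arrays of one experiment, with fewer samples, gave 0 for siERRα in starved and in EGF-treated cells, 181 for EGF, 75 for HRG and 965 for resistance. The replicate block gave 14 for siERRα in EGF-treated and 2 in resistant cells, and 591 for EGF, 358 for HRG and 539 for resistance; replicate differences of the 2 arms correlated at 0.131 to 0.314 in the growth factor comparisons and at 0.026 to 0.085 in the others, and the sample names in the labels follow one scheme for replicate 1 and another for replicate 2. The labels do not say what a number marks, so whether the numbers pair the arrays is left open. Under the block, 5 calls of named genes and 6 of lists were gained and 0 were lost. Array weights gave 2 in starved, 0 in EGF-treated, 2 in HRG-treated and 7 in resistant cells. They also gave 1095 for EGF, 670 for HRG, 1497 for resistance and 1 for opposite movement. The 2 arrays of each group had equal weights, 0.108 for both EGF-treated siERRα arrays. This fit therefore did not single out the array that stood apart. The methods' t-test, with its own spread for each gene, gave 423, 266, 399, 538 and 561 unadjusted for siERRα in starved, EGF-treated, HRG-treated, parental and resistant cells, 1456 for EGF, 1232 for HRG, 389 for HRG against EGF and 1757 for resistance, and after Benjamini-Hochberg 3 for resistance and 0 for the others. Leaving out 1 array at a time gave 0 to 1 for siERRα in starved, 0 to 4652 in EGF-treated, 0 to 1 in HRG-treated, 0 to 0 in parental and 0 to 5 in resistant cells, 1 to 2275 on average, 150 to 1121 for EGF, 82 to 733 for HRG, 0 to 7 for HRG against EGF, 118 to 976 for resistance, 0 to 1 for opposite movement, and 0 to 3536, 0 to 0 and 0 to 0 for the differences of response with EGF, HRG and resistance. A lone array left in a group is assumed to vary like the other groups, which the high counts without EGF-treated siERRα replicate 2 rest on. The cytosolic ribosome list with siERRα in EGF-treated cells had medians of -0.117 to 0.026 when 1 array was left out, and turned to 0.026 without the array that stood apart, with a preset or estimated correlation. Of 186 calls of named genes, 71 held in every alternative. A block for slides was not run, since the files give no slide. Signal over background, 2.87 to 3.69, limits the fold changes of dim genes.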

Other observations

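The tests of neighbouring genes and of brightness were planned before their results, and the fit without the array that stood apart and the test on replicate differences were chosen after results were seen. The lower respiratory chain and TCA lists with siERRα were weighed against 3 explanations. A trend with brightness was excluded with all 20 arrays. The median of complexes II to IV, -0.221, was at percentile 0 of 10000 random lists matched for brightness (lowest -0.114), and the TCA list at percentile 0.03. The single array was excluded as the whole cause at the preset correlation, with an adjusted p of 5.59e-10 without it. The median without it was -0.148. With all 20 arrays, of 100 splits only 1, the real one, had a median of complexes II to IV as far from 0 (highest other 0.182). This list had the smallest adjusted p of the 43 lists in that comparison. The splits made no allowance for that choice, so they cannot exclude a chance division. Brightness and chance were not tested without the array that stood apart, so for the median of -0.148 neither was excluded. A chance division was not excluded for the count of single genes, since 6 of 100 splits called as many as the real split's 1. The split that called most, 18, may point to some structure of the samples or to the array that stood apart, and neither was tested.

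Genes that differed between resistant and parental cells lay next to each other. The correlation of neighbouring genes for the resistance effect was 0.168 over 9583 placed genes, against 0.042 for EGF, 0.0401 for HRG and at most 0.0919 in 1000 shuffles. It was 0.0677 for the siERRα average without the array that stood apart and 0.0862 for that array's deviation. The resistance effect in the siERRα arrays gave 0.165, with running means that correlated with those of the siC arrays at 0.915. A regional trend in quality that differs from array to array was excluded as the whole cause, since running means of the replicate differences had at most 0.464 of the SD of the resistance effect in the 4 groups (0.0717 to 0.0855 against 0.184). A trend shared by both arrays of a group was not excluded, because the correlation with the array that stood apart (-0.0856) decides nothing for a comparison that does not hold that array. Copy number differences between the resistant and parental cells may explain the stretches and were not excluded, but no DNA was measured on these arrays, and a shift in regulation along chromosomes was not tested.

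The sample labels gave growth factor treatment as 24 h. The paper's methods give a time that is more than 1.5 times shorter, so which of the early and late responses the EGF and HRG values describe is left open.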
